A study of Mus musculus with 6 samples.

How the data were processed

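Poly(A) RNA from the left liver lobe of 6 mice was sequenced, with 1 library per mouse. Per the labels, 3 mice carried loxP-flanked alleles of LKB1 (gene symbol Stk11) and 3 were wild type (WT), and both groups received an adeno-associated virus of serotype 8 carrying Cre at 6 weeks of age. Cre is a recombinase that removes DNA between loxP sites, and this viral serotype is used to deliver genes to hepatocytes. The livers were taken 4 weeks later, at 10 weeks of age. About 20 mg of frozen tissue was used per mouse, RNA with an integrity number above 8 was kept, 200 ng entered a TruSeq mRNA preparation, and the 6 libraries were sequenced in a single pool on a NextSeq with paired reads of 76 nt, per the labels' protocols.

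The authors deposited 1 table of expected counts, the estimated numbers of reads per gene that the RSEM program gives, for 55450 genes in the 6 libraries. The program is known only from the name under which the table was deposited. Between 4.93% and 5.47% of the 55450 values of a library were not whole numbers, as is usual where reads that fit several genes are divided among them. The aligner, the program versions, the genome build and the use of strand were not stated in the labels. All 55450 gene identifiers, with their version numbers, were found in GENCODE release M21 for the mouse genome build GRCm38, so positions and gene types were taken from that annotation. Because the use of strand is not recorded, counts of overlapping and antisense genes are uncertain. Counts of near-identical genes, such as the major urinary proteins, the Cyp2a and Cyp4a clusters and processed pseudogenes, depend on how reads were divided among the copies.

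Each sample's group and replicate number were taken from its title, and the pairing by replicate number that is tried as an alternative comes from these titles alone. The 6 columns of the table were each matched to 1 sample by the column name in that sample's description, and 0 columns were left without a sample. The replicate numbers were not used as a block in the reported comparison, because same-numbered samples are different animals and the labels give no pairing. A fit with the block is given as an alternative in the closing section.

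Expected counts were rounded to whole numbers. Genes were kept by the filterByExpr function of edgeR 4.0.16 with the group as its argument, which left 14539 genes. Library sizes were scaled by the trimmed mean of M-values (TMM). Knockout and WT were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with the group as the only term, in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The threshold was an adjusted p-value of 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. CPM values, which are counts scaled to a common library size, use the TMM-scaled library sizes, and log2 CPM values for correlations, principal components and the comparison of single libraries use a prior count of 2. Log2 ratios of single genes within a subset of libraries use an offset of 0.1 CPM.

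Before the data were examined, 29 gene lists for liver metabolism, zonation, stress, cell types, the clock and sex-biased expression were written down, with 456 genes in all. Of these genes 440 were tested. The lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and adjusted over the 29 lists, and the effect of a list is the median log2 fold change of its members. The genes named in the text were chosen by a rule set at the same time. They are Stk11, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean CPM of at least 1 and no overlap between groups, up to 5 members of each list with the smallest adjusted p-value, and Pck1, G6pc, Glul, Cyp2e1, Sds, Fasn and Cyp7a1 whatever their result. Any other gene was chosen after its values were seen or for a test, as said where it is named.

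The test was tried on simulated counts with the means, dispersions and library sizes of the real table and 200 genes changed by 2-fold or 4-fold. Of 197 changed genes that passed the filter among 14320 tested, edgeR called 83, or 42.1%, and 4.60% of its 87 calls were false. With the dispersion multiplied by 0.25 it called 87.4% of 199 changed genes, with 8.90% false calls. With no changed gene it called 0 of 14310 genes. On the same kind of data limma voom called 35.5% of 197 changed genes with 7.89% false calls, and DESeq2 1.42.0 called 66.7% of 195 changed genes with 29.4% false calls and made 31 calls where no gene had changed. In a simulation that shifted 1 list by a log2 fold change of 1, camera and fry each called that list and 0 of the others. Its genes were drawn independently, so it cannot show how often lists of correlated genes are called falsely.

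The total count per library ran from 47659122 to 56147667. A floor of 3 counts corresponds to between 0.0515 and 0.0641 CPM, and a fold change against a group at or under that floor in all its libraries was computed against the floor as a lower bound. Floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. A rank or permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1, so no such test was used for single genes.

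Libraries were compared in pairs before they were averaged. Reads of Xist and of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty divided the libraries in a way the labels do not describe. Comparisons were therefore repeated within the 4 libraries with Y-linked counts and within the 2 libraries with more than 10 CPM of Xist. The second comparison has 1 library per group and no replicate check. Alternatives set before the data were examined were DESeq2, limma voom, 3 other scalings, 3 other filters, leaving out the 20 genes with the highest mean CPM, robust dispersion, the replicate block, leaving out each library in turn, an adjusted p-value of 0.01, a test against a 1.2-fold change, fry, camera with an estimated correlation, and lists without genes under a mean of 1 CPM. A further 3 were added after the data were seen, namely the Xist state as a covariate, the 4 libraries with Y-linked counts alone, and leaving out genes within 20 Mb of Stk11. Sequences of pseudogenes were compared with blastn 2.17.0, and plots were drawn with matplotlib 3.10.9. Nothing in the deposited table was left out of the computation other than genes removed by the filter. Not every gene that the rule selects is reported here.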

Results

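Liver transcriptomes were measured by RNA sequencing in 3 mice with Cre-mediated deletion of LKB1 in the liver (knockout) and 3 WT mice that received the same virus. LKB1 is a serine/threonine kinase that phosphorylates AMPK and related kinases, and it is encoded by Stk11. The series title states that metabolic reprogramming of the liver was the subject, so the comparison asks which transcripts, and which groups of metabolic transcripts, differ between knockout and WT liver 4 weeks after the virus. The total counts were 56147667, 51177707 and 50828978 in knockout replicates 1 to 3 and 49686376, 54480385 and 47659122 in WT replicates 1 to 3, and between 18999 and 20241 genes had at least 1 count per library.

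Stk11 (ENSMUSG00000003068.16, GRCm38 chromosome 10, 80115803 to 80130682, plus strand, protein-coding) was examined first as a check of the labels. Its normalised counts were 22.2, 14.4 and 11.4 CPM in the knockout libraries and 66.1, 64.2 and 69.7 CPM in the WT libraries. The mean was 15.98 ± 5.55 CPM in knockout and 66.7 ± 2.79 CPM in WT (SD, n = 3 each). The log2 fold change was -2.06 ± 0.247 (SE), with an adjusted p-value of 0.0167 in edgeR's quasi-likelihood test, and every knockout library lay below every WT library. The knockout libraries retained 536 to 1291 Stk11 counts. The values are totals over the whole gene, which cannot separate reads of the deleted exons from those of the other exons.

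The libraries also differed in a way that the labels do not describe. Replicate 1 of each group had 42472 (knockout) and 29243 (WT) counts of Xist and only 6 and 3 counts over the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. The other 4 libraries had between 6146 and 8199 counts of these Y-linked genes and at most 16 counts of Xist. Each group thus held 1 library with Xist counts and 2 with Y-linked counts, and the comparisons below are also given within these subsets. The pair with Xist counts is 1 library against 1 and has no replicate check.

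**Figure D1:**
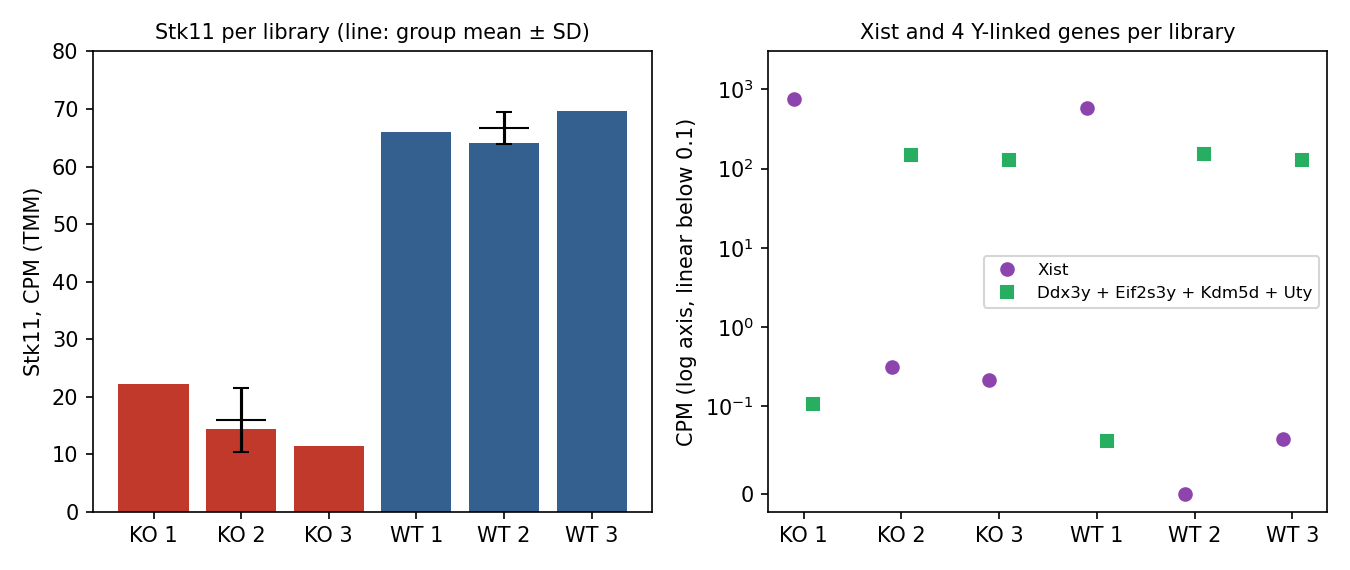
Left, Stk11 in each library as CPM after TMM scaling, with the mean and SD of each group (n = 3) as a horizontal line and error bar; the knockout libraries lie between 11.4 and 22.2 CPM and the WT libraries between 64.2 and 69.7 CPM. Right, CPM per total count of Xist (circles) and of 4 Y-linked genes summed (squares) on a log axis that is linear below 0.1; replicate 1 of each group has Xist counts, and replicates 2 and 3 have Y-linked counts.

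Replicates were not equally close. WT 2 and WT 3 had a Pearson correlation of 0.992 across genes on the log2 CPM scale, and WT 1 correlated with them at 0.967 and 0.964. Knockout 2 and 3 correlated at 0.983, whereas knockout 1 correlated with them at 0.943 and 0.959 and with WT 1 at 0.968. Genes are not independent replicates, so these coefficients only describe the libraries. The first principal component carried 60.5% of the variance, with scores from -55.4 to -42.1 for WT, -3.16 for knockout 1, and 84.8 and 70.8 for knockout 2 and 3. The second carried 21.1% and separated replicate 1 of both groups, at -49.1 and -43.5, from the other 4 libraries, at 8.34 to 35.5. Per the labels the 6 libraries come from separate mice. No library was a repeat of another, for which a chi-square per degree of freedom near 1 would be found, since the lowest was 30.9 for WT 2 and WT 3.

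Of 14539 genes tested, 490 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 313 of them higher and 177 lower in knockout, and 431 of the 490 are annotated as protein-coding. A change of at least 2-fold was found for 359 of them, 257 higher and 102 lower. At an unadjusted p-value under 0.05 there were 3817 genes. All 490 genes had no overlap between the 3 knockout and the 3 WT libraries. Such separation was seen for 32.4% of the tested genes, against 10% by chance. The common biological coefficient of variation was 0.314. Scaling by library size alone called 380 genes as higher and 131 as lower, so that the share of higher genes among the calls was 74.4% in place of 63.9%.

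The count depended on which libraries were used. Within the 4 libraries with Y-linked counts (2 against 2), 4847 genes passed the threshold, 2507 higher and 2340 lower, among them all 490 genes above. Leaving out knockout 1 gave 4473 genes, whereas leaving out WT 2 gave 6. The median log2 fold change of the 313 higher genes was 2.06 in the libraries with Y-linked counts and 1.41 in the pair with Xist counts. For the 177 lower genes these medians were -1.21 and -0.82.

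The 5 largest rises under the rule were in genes that were near or under the detection floor in WT. Ren1, the renin gene (chromosome 1, 133350510 to 133360325), rose from at most 0.0855 CPM in WT to 191, 52.2 and 34.2 CPM, with a log2 fold change of 10.87 ± 1.10 (SE, adjusted p = 0.0103). Col22a1 (chromosome 15, 71795795 to 72034227) was at least 170-fold higher, Myo7b (chromosome 18, 31959234 to 32036961) at least 128-fold, Tg (chromosome 15, 66670753 to 66850721) at least 123-fold and Baiap2l2 (chromosome 15, 79258195 to 79285537) at least 83.2-fold. Their adjusted p-values in edgeR were 0.0147, 0.00465, 0.044 and 0.0182. Tg was at 0.43 CPM in knockout 1 against 12.3 and 9.49 CPM in the other knockout libraries, and the calls of all but Myo7b were lost in limma voom.

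The 5 largest falls were in Gm32687, Mup13, Serpina4-ps1, Btnl9 and Ces4a. Gm32687 (chromosome 10, 81863934 to 81881081) had 0 CPM in every knockout library and 2.84 ± 0.61 CPM in WT (SD, n = 3), and was at least 50.4-fold lower. It lies within 3 Mb of Stk11 on the same chromosome. Btnl9 (chromosome 11, 49165585 to 49187159) was at least 117-fold lower, with 6.62 ± 1.91 CPM in WT. Mup13 (chromosome 4, 61224307 to 61228286), a major urinary protein gene whose counts depend on how reads were divided within its family, fell from 114 and 145 CPM in WT 2 and 3 but had only 1.26 CPM in WT 1. Serpina4-ps1 and Ces4a had the same pattern, with 3.17 and 0.81 CPM in WT 1 and between 6.19 and 57.6 CPM in WT 2 and 3. Log2 fold changes were -9.85 for Mup13, -8.05 for Serpina4-ps1 and -6.41 for Ces4a, and all 3 calls were lost in limma voom.

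Of the 29 gene lists, 20 passed an adjusted p-value of 0.05 by camera, 12 with a higher and 8 with a lower median. Some lists share members, so they are not independent results. Gls2 is in both the periportal and the amino acid catabolism list, and Asl in both the periportal and the urea cycle list. The list result rests on the assumed inter-gene correlation of 0.01. Where the correlation was estimated from the data 0 lists passed, the smallest adjusted p-value was 0.361 and 1 list had an unadjusted p-value under 0.05. The rotation test fry passed 8 lists. These were cholesterol synthesis, amino acid catabolism, glucagon and CREB targets, serine and one-carbon metabolism, periportal, urea cycle, gluconeogenesis and glycolysis. Splits of the 6 libraries that mixed the groups called between 6 and 21 lists by camera and 0 genes by edgeR, so a camera p-value under 0.05 was also common where the groups were mixed. Of 440 list genes tested, 55 passed the threshold when adjusted over all genes and 178 when adjusted over the lists alone.

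**Figure D2:**
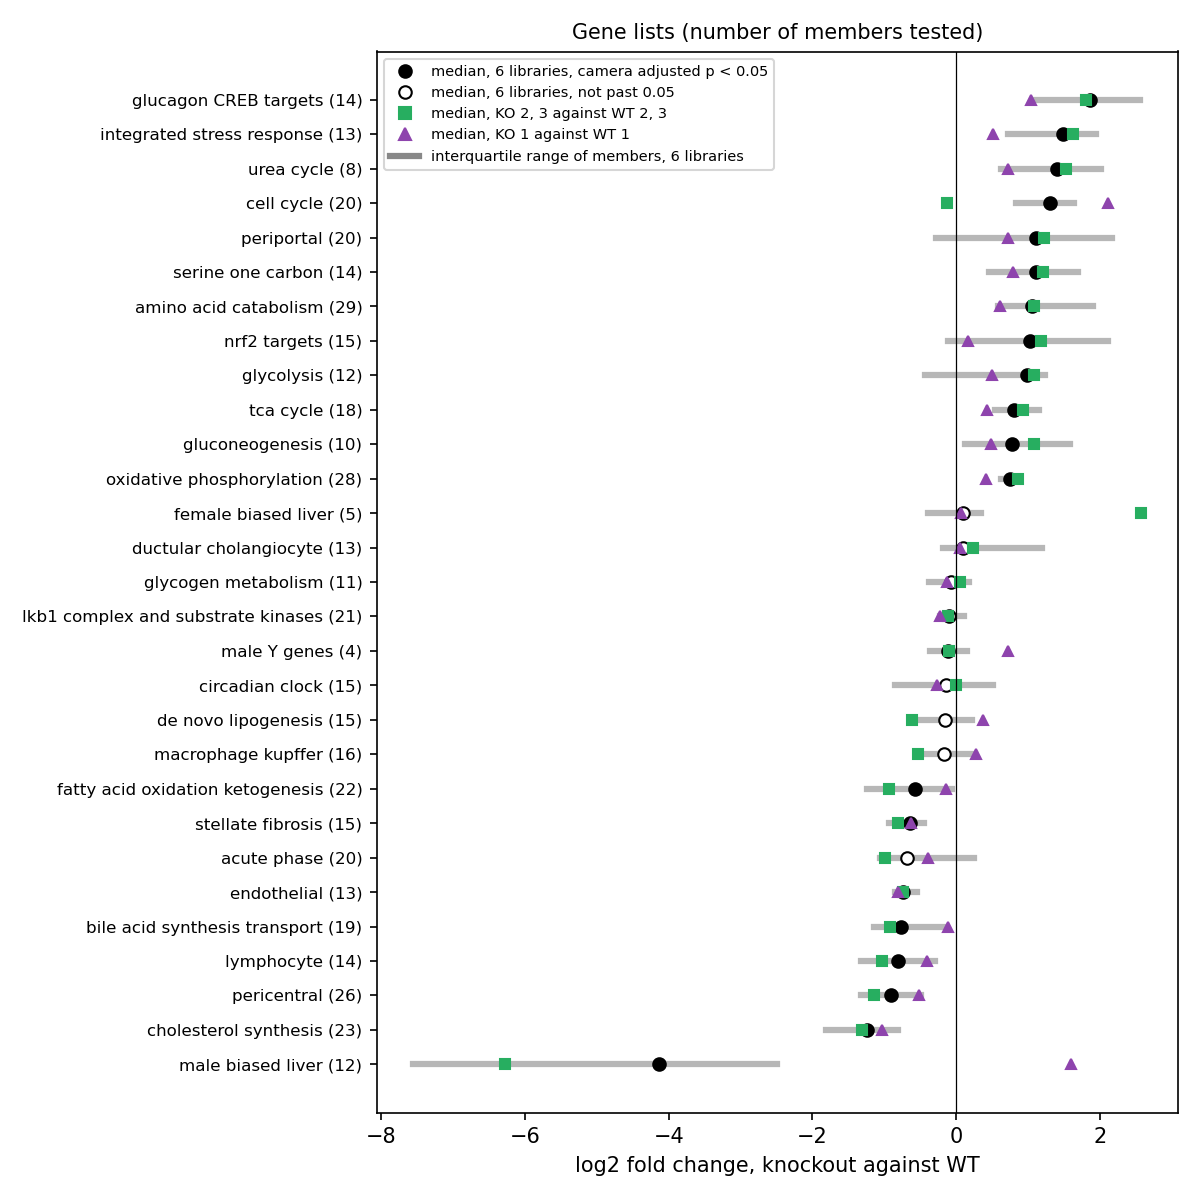
Median log2 fold change of each of the 29 gene lists, knockout against WT (circles, filled where the camera adjusted p-value is under 0.05), with the interquartile range of the members as a grey bar, and the medians within the libraries with Y-linked counts (squares) and within the pair with Xist counts (triangles). The number of members tested follows each list name; the male-biased list has medians of -6.28 and 1.59 in these subsets, and the periportal list 1.22 and 0.71.

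Liver lobules are zoned, with ammonia and amino acid handling concentrated near the portal vein and glutamine synthesis and many cytochromes P450 near the central vein. The periportal list (20 members) had a median log2 fold change of 1.11, with an interquartile range from -0.28 to 2.17, and 14 members rose. Its camera adjusted p-value was 3.01e-06, and its median was 1.22 in the libraries with Y-linked counts and 0.71 in the pair with Xist counts. Of its members 9 were called as higher and 0 as lower. Gls2 (chromosome 10, 128194457 to 128210004) rose from 332 ± 28.3 to 1446 ± 354 CPM (SD, n = 3), with a log2 fold change of 2.12 ± 0.236 (SE) and an adjusted p-value of 0.0132. Etnppl and Fbp1 rose by 3.29 and 1.62 on the log2 scale, with adjusted p-values of 0.0261 and 0.0252.

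The pericentral list (26 members) had a median of -0.92, an interquartile range from -1.33 to -0.49 and a camera adjusted p-value of 9.65e-05, and its adjusted p-value by fry was 0.0667. The median was -1.15 in the libraries with Y-linked counts and -0.52 in the pair with Xist counts. Only 2 members passed the threshold, and they moved in opposite directions. Cyp1a2 fell from 676 ± 120 to 264 ± 25.4 CPM (SD, n = 3; adjusted p = 0.0259), and Oat rose from 519 ± 32.2 to 4128 ± 752 CPM, a log2 fold change of 2.99 ± 0.236 (SE, adjusted p = 0.0047). Glul had 476, 30.3 and 76.6 CPM in the knockout libraries and 925 to 1090 CPM in WT. Its log2 fold change of -2.35 ± 0.931 did not pass the threshold over all 6 libraries (adjusted p = 0.17). In the libraries with Y-linked counts alone it was -4.14 (adjusted p = 0.00341). Cyp2e1 was lower in all 3 knockout libraries, at 463 to 2167 against 5521 to 6754 CPM, with a log2 fold change of -2.41 ± 0.555 and an adjusted p-value of 0.064. Its log2 ratio was -3.13 in the libraries with Y-linked counts and -1.64 in the pair with Xist counts.

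**Figure D3:**
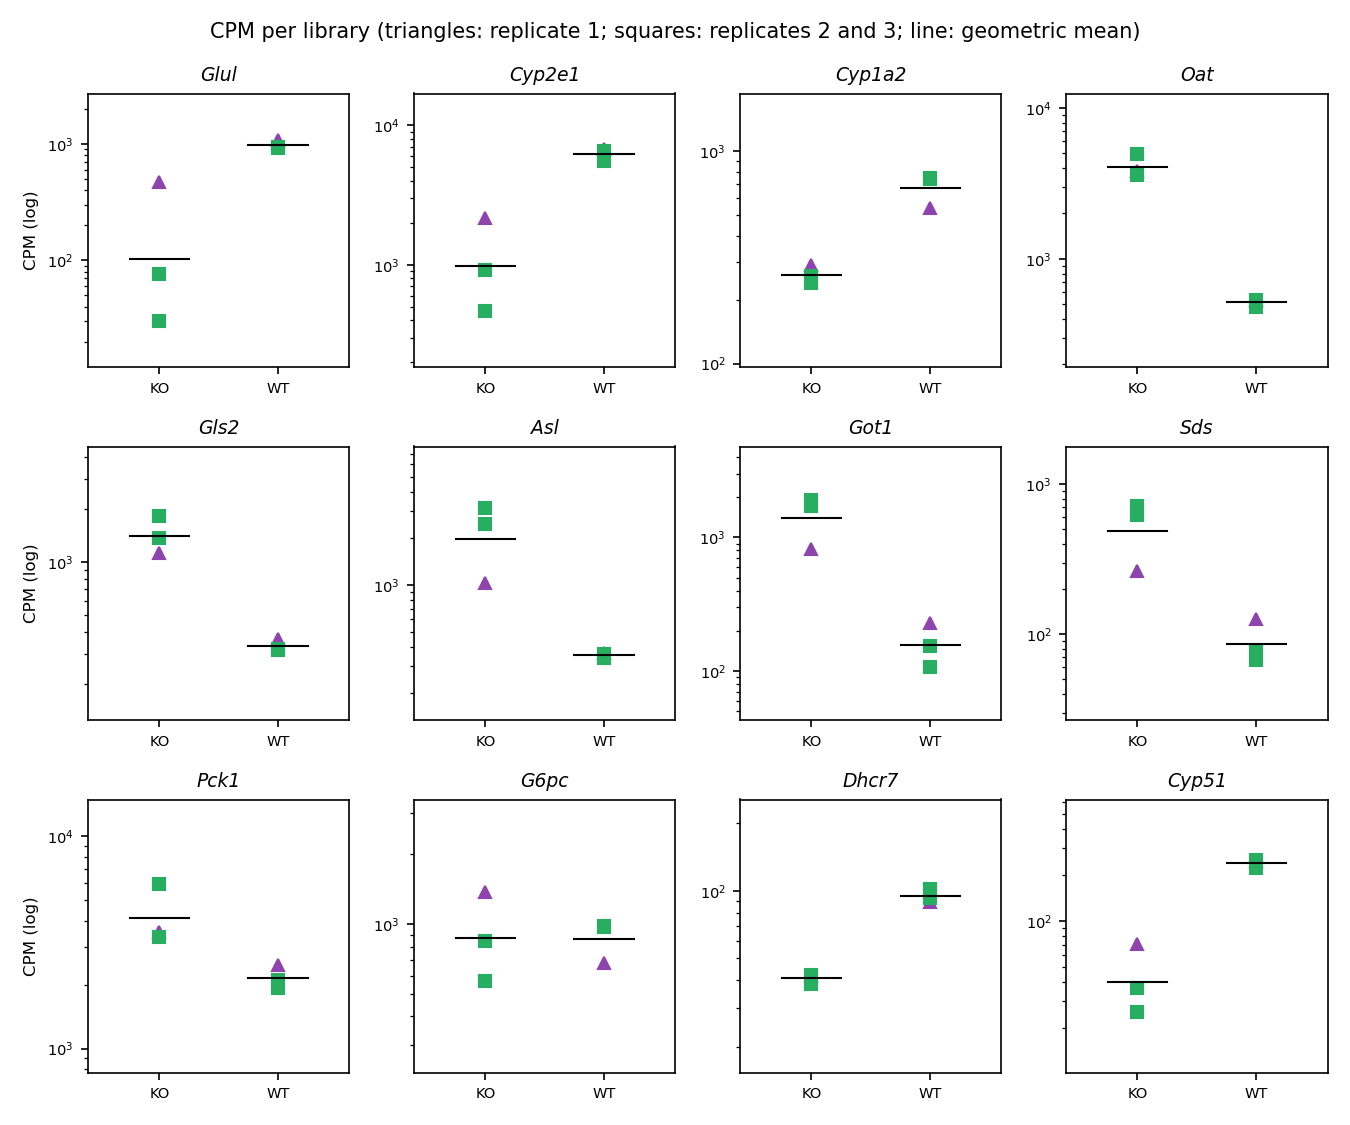
CPM of 12 named genes in each library on log axes that differ between panels, with knockout libraries on the left and WT on the right of each panel, replicate 1 (Xist counts) as triangles, replicates 2 and 3 (Y-linked counts) as squares and the geometric mean of each group as a line. For Glul the knockout values run from 30.3 to 476 CPM with replicate 1 nearest to WT, while for Oat all 3 knockout libraries lie between 3568 and 4983 CPM.

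Lists for amino acid and nitrogen metabolism were higher in knockout. Amino acid catabolism (29 members, 25 rising, 13 called as higher and 0 as lower) had a median log2 fold change of 1.05, the urea cycle (8 members) 1.40, and serine and one-carbon metabolism (14 members) 1.11. These medians were 1.08, 1.52 and 1.21 in the libraries with Y-linked counts and 0.61, 0.71 and 0.78 in the pair with Xist counts. In the urea cycle list Slc25a15, Asl and Ass1 rose by 1.63, 2.64 and 1.91 on the log2 scale, with edgeR adjusted p-values from 0.0215 to 0.0325. Cth rose from 356 ± 54.8 to 2546 ± 1120 CPM (SD, n = 3; adjusted p = 0.018). The count of Ass1 depends in part on how reads were divided with the processed pseudogene Gm5424, chosen after its values were seen, whose transcript is 99.5% identical to Ass1 over 1240 nt and which rose from 75.3 to 274 CPM (adjusted p = 0.0172).

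Targets of glucagon and the transcription factor CREB (14 members, 13 rising) had the highest median of the 29 lists, 1.86, with 1.81 and 1.04 in the libraries with Y-linked and with Xist counts. Nr4a2 rose from 0.60 ± 0.193 to 10.1 ± 4.59 CPM (SD, n = 3; adjusted p = 0.0103) and Nr4a1 from 6.95 ± 2.48 to 43.97 ± 12.1 CPM (adjusted p = 0.0191). Sds rose by 2.57 ± 0.436 on the log2 scale (adjusted p = 0.0346). The gluconeogenesis list (10 members) had a median of 0.77, with 1.08 and 0.48 in the subsets. Within it Ppargc1a rose from 7.44 ± 4.27 to 58.8 ± 29.5 CPM (adjusted p = 0.0446) and Got1 from 163 ± 60.4 to 1489 ± 584 CPM (adjusted p = 0.0214). Pck1 was higher in every knockout library, with a log2 fold change of 0.98 ± 0.295, but did not pass the threshold (adjusted p = 0.101). G6pc did not differ, at 930 ± 410 against 874 ± 170 CPM (adjusted p = 0.889), and its direction was opposite in the subsets, -0.46 in the libraries with Y-linked counts and 1.02 in the pair with Xist counts.

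Oxidative phosphorylation (28 members, all rising) and the tricarboxylic acid cycle (18 members, 17 rising) had medians of 0.74 and 0.81, with 0.86 and 0.93 in the libraries with Y-linked counts and 0.41 and 0.42 in the pair with Xist counts. Neither list passed by fry, with an adjusted p-value of 0.0667 for each. Of single members Cox5b was called among the first and Fh1 and Mdh2 among the second, with adjusted p-values of 0.048, 0.0115 and 0.048. Glycolysis (12 members) had a median of 0.98 and an adjusted p-value of 0.0365, which was above 0.05 in 5 of the 6 refits that left out a library. Its adjusted p-value by fry was 0.0324. Its medians were 1.08 in the libraries with Y-linked counts and 0.49 in the pair with Xist counts. The integrated stress response list (13 members) had a median of 1.49 (fry adjusted p = 0.114), with 1.62 and 0.51 in these subsets. Atf5 alone was called among its members (log2 fold change 1.94 ± 0.203, edgeR adjusted p = 0.0109).

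Cholesterol synthesis (23 members) had the smallest camera p-value of the lists. Its median log2 fold change was -1.24, with -1.31 in the libraries with Y-linked counts and -1.03 in the pair with Xist counts. Of its members 20 fell, 9 of them past the threshold. Dhcr7 was at 40.7 ± 2.01 CPM in knockout and 94.7 ± 6.80 CPM in WT (SD, n = 3), a log2 fold change of -1.22 ± 0.118 (SE, adjusted p = 0.00911). Msmo1 and Sqle fell by 2.18 and 1.73 on the log2 scale (adjusted p = 0.0157 and 0.0226). De novo lipogenesis did not pass the threshold over the 6 libraries (median -0.16, adjusted p = 0.423) but was called as lower in the 4 libraries with Y-linked counts (-0.63, camera adjusted p = 0.0236), with adjusted p-values from 0.00451 to 0.878 over all alternatives. Its median in the pair with Xist counts was 0.38. Fasn did not differ, at 424 ± 194 against 472 ± 195 CPM. Fatty acid oxidation and ketogenesis had a median of -0.57 (fry adjusted p = 0.107), with -0.94 and -0.14 in the subsets, and only Acot1 was called among its 22 members. Bile acid synthesis and transport had a median of -0.77 (fry adjusted p = 0.0862), with -0.93 in the libraries with Y-linked counts and -0.11 in the pair with Xist counts, and with 2 members called as lower, among them Cyp27a1 (-1.21, adjusted p = 0.0226), and 2 as higher, Abcg5 and Abcg8, whose annotated ranges overlap, by 2.30 and 1.93 on the log2 scale. Cyp7a1 had 80.5, 3.51 and 11.7 CPM in knockout and 61.7 to 83.6 CPM in WT, and its change did not pass the threshold (adjusted p = 0.487).

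Among lists of cell types, endothelial genes had a median of -0.75, with 0 of 13 members past the threshold, 10 with an unadjusted p-value under 0.05, and similar medians of -0.75 and -0.81 in the subsets. The endothelial list did not pass by fry (adjusted p = 0.0812). The macrophage list had a median of -0.18 (adjusted p = 0.964), with -0.53 in the libraries with Y-linked counts and 0.27 in the pair with Xist counts. Cell cycle genes had a median of 1.30 (adjusted p = 0.0103) that did not hold in the subsets, since it was 2.11 in the pair with Xist counts and near 0 in the libraries with Y-linked counts, at -0.14 from log2 CPM and 0.17 in an edgeR refit of those libraries (camera adjusted p = 0.972). The list of the LKB1 complex and the kinases it phosphorylates, of which Stk11 itself is not a member, had a median of -0.11 (camera adjusted p = 0.754). Its medians were -0.11 in the libraries with Y-linked counts and -0.22 in the pair with Xist counts. Sik1 was its only member past the threshold, at 186 ± 104 against 32.3 ± 9.33 CPM (edgeR adjusted p = 0.044).

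The male-biased liver list (12 members) had a pooled median log2 fold change of -4.13 (camera adjusted p = 3.24e-05, fry adjusted p = 0.257), and 0 of its members passed the threshold in edgeR while 9 had an unadjusted p-value under 0.05. Cyp2u1 was closest, with an adjusted p-value of 0.0581. The pooled value hides opposite directions. The median was -6.28 in the libraries with Y-linked counts, where both knockout libraries lay below both WT libraries for all 12 members, and 1.59 in the pair with Xist counts. Elovl3 had 713 and 814 CPM in WT 2 and 3 and 0.54 and 0.36 CPM in knockout 2 and 3, against 2.03 CPM in WT 1 and 2.75 CPM in knockout 1. Hsd3b5 had 283 and 278 CPM in WT 2 and 3 and at most 0.149 CPM in knockout 2 and 3. Among female-biased genes Cyp2a4, whose counts depend on how reads were divided with near-identical Cyp2a genes, had 432 and 462 CPM in WT 1 and knockout 1, at most 0.214 CPM in WT 2 and 3, and 199 and 123 CPM in knockout 2 and 3.

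**Figure D4:**
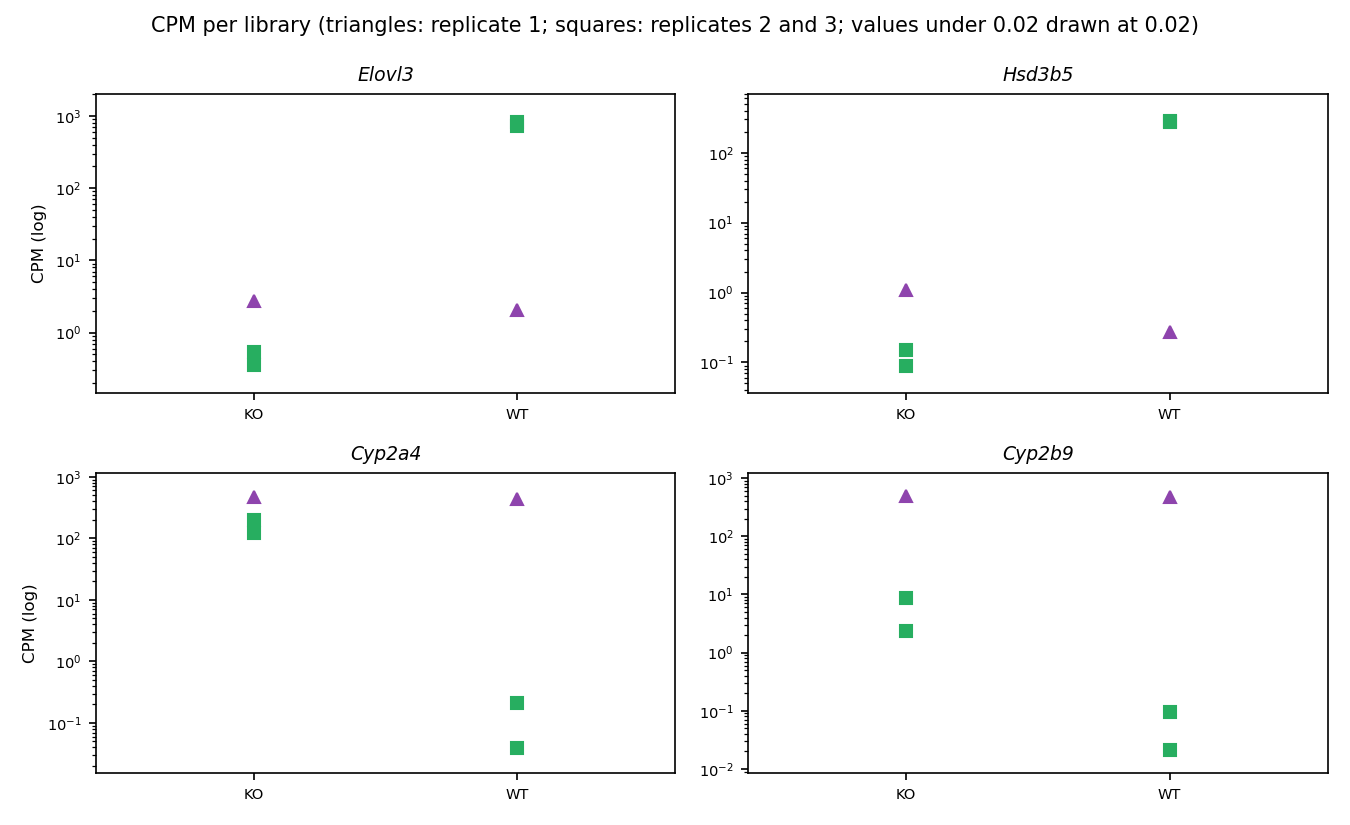
CPM of 2 male-biased (top row) and 2 female-biased (bottom row) liver genes in each library on log axes that differ between panels, with replicate 1 (Xist counts) as triangles and replicates 2 and 3 (Y-linked counts) as squares; values under 0.02 are drawn at 0.02. Elovl3 and Hsd3b5 are low in all libraries but WT 2 and 3, and Cyp2a4 is low in WT 2 and 3 only.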

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

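Both tests given here were chosen only after the results they bear on had been seen. The difference between knockout and WT was itself different between the pair with Xist counts and the libraries with Y-linked counts. An interaction of the group with this state had an adjusted p-value under 0.05 in edgeR for 421 of 14539 genes, and an unadjusted p-value under 0.05 for 3034. That fit has 1 library per group with Xist counts and 2 residual degrees of freedom, so the number is a description of these 6 libraries more than an estimate for the genotypes. All 12 tested members of the male-biased list were among the 421 genes. In 222 of the 421 genes (52.7%) the 2 subsets moved in opposite directions, a share that the choice of genes by their interaction favours. This share was at first taken as the test of dilution below and was replaced for that reason.

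A candidate explanation is that more hepatocytes of knockout 1 kept an intact Stk11 than in the other knockout mice, so that every change was diluted. If so, knockout 1 would lie as far from WT for other genes as it does for Stk11. On a scale where WT is 0 and the mean of the other 2 knockout libraries is 1, knockout 1 lay at 0.828 for Stk11 and at a median of 0.308 over 4390 genes called without it, a gap of 0.52. These genes are fewer than the 4473 called in that fit, because only genes that also passed the filter over all 6 libraries were used. The corresponding positions were 1.05 and 1.03 for knockout 2 over 86 genes, and 1.14 and 1.00 for knockout 3 over 35 genes. Over genes chosen without it, knockout 1 thus lay nearer to WT than dilution in proportion to Stk11 predicts. That choice favours genes with a large difference between WT and knockout 2 and 3, which itself places knockout 1 nearer to WT. Knockout 2 and 3 also both have Y-linked counts, unlike knockout 1. The share of the gap that comes from these sources was not measured, so the gap does not decide against dilution. The gap depends on the choice of genes, because over the 490 genes called with all 6 libraries, which favours genes in which knockout 1 lies apart from WT, its median position was 0.75. The genes for knockout 2 and 3 are few and were called with knockout 1 in the fit, so their positions are no equal comparison. Dilution would also leave directions as they are. This was tested on 2360 genes called with at least a 2-fold change in the libraries with Y-linked counts alone. They are fewer than the 2455 such genes of that fit, again because only genes that passed the filter over all 6 libraries were used. Of the 2360 genes, 524 moved the same way by at least 2-fold between knockout 1 and WT 1 and 101 (4.28%) moved the opposite way by as much. The 101 genes are 16.2% of the 625 that moved by 2-fold either way, and 22.8% of the 2360 moved the opposite way by any amount. The 4.28% lies between the limits of 1% and 5% set for this test, and the other shares, which had no limit set, include the variation between single animals, so direction alone leaves the question open.

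Other technical sources were weighed against the tables. The 2 libraries with Xist counts had total counts of 56147667 and 49686376, against 47659122 to 54480385 in the other 4, and the 20 most abundant genes took 23.7% and 25.9% of their counts against 18.9% to 23.3% elsewhere. All libraries were sequenced in a single pool, per the labels, and no batch is recorded. An exchange of labels between knockout 1 and a WT sample goes against its 22.2 CPM of Stk11, where every WT library had at least 64.2 CPM. Reads shared between near-identical genes were not tested for these 421 genes. The sex of the animals is not given by the labels. A dependence of the response on sex may be involved, but with 1 knockout and 1 WT library with Xist counts it cannot be told apart from a difference between individual mice. Incomplete deletion in proportion to Stk11 leaves a gap of 0.52 over the genes chosen without knockout 1, a choice that favours such a gap. Whether incomplete deletion explains a part is open.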

How the results depend on the processing

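Over 25 alternatives, of which 3 were added after the data were seen, the counts of genes depended most on the libraries used, while Stk11 and the periportal and pericentral medians kept their direction under every alternative run. Of the 29 lists 8 reversed under at least 1 alternative. Of the 490 genes called, 0 changed direction under any alternative in which they were tested, but for the refits without a library this follows from their lack of overlap and shows no stability. The cause was not tested for any change below unless a value is given for it.

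The numbers of genes past the threshold, higher, lower and with at least 2-fold change were 490, 313, 177 and 359. They were 2290, 1271, 1019 and 1186 with DESeq2, which had a high share of false calls on simulated data and whose calls include the 490. They were 771, 485, 286 and 603 without a filter, 1504, 779, 725 and 796 with the Xist state as a covariate, and 4847, 2507, 2340 and 2455 in the 4 libraries with Y-linked counts. At an adjusted p-value of 0.01 they were 35, 28, 7 and 35, and a test against a 1.2-fold change called 247 genes, 178 higher and 69 lower. With limma voom, the 3 other scalings, 2 other filters, robust dispersion, and without the 20 most abundant genes or the genes within 20 Mb of Stk11, between 394 and 584 genes passed.

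With the replicate block 105 genes passed, 79 higher and 26 lower, all 105 with at least 2-fold change, and 91 of them were among the 490. Same-numbered libraries, which are different animals, deviated from their group means with a mean correlation of 0.0967 across genes. Under the block Stk11 was at -2.11 (adjusted p = 0.0407, with a range over its alternatives from 3.73e-12 to 0.104), 21 lists passed, and the periportal and pericentral medians were 1.06 and -1.02.

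Across the 6 fits that each left out 1 library, between 6 and 4473 genes passed, 5 to 2372 higher, 1 to 2101 lower and 6 to 2290 with at least 2-fold change. The highest numbers of genes came without knockout 1. Stk11 stayed between -2.37 and -1.87 and passed in 2 of the 6 fits, with adjusted p-values from 0.000659 to 0.104. The number of lists ran from 17 to 22, the periportal median from 0.82 to 1.24 and the pericentral median from -1.24 to -0.67, all past the threshold.

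With camera at an estimated correlation 0 lists passed, and 1 had an unadjusted p-value under 0.05. The periportal (1.11) and pericentral (-0.92) medians then had adjusted p-values of 0.367 and 0.438. Fry passed 8 lists, with 0.0324 for the periportal list and 0.0667 for the pericentral list at -0.92. Over all alternatives the adjusted p-values ran from 2.12e-10 to 0.367 for the periportal list and from 1.79e-06 to 0.438 for the pericentral list. The other alternatives gave 18 to 21 lists.

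Directions reversed for results that lay near 0 or that differ between the subsets. In the 4 libraries with Y-linked counts the clock list moved to 0.0786, glycogen metabolism to 0.0476 and G6pc to -0.47. The female-biased list moved to -2.70 without a filter and -2.28 at a mean CPM of at least 1, and the Y-linked list to 0.32 with limma voom. When 1 library was left out, medians ran from -0.234 to 1.82 for the cell cycle, -0.186 to 0.0417 for the clock, -0.76 to 0.227 for de novo lipogenesis, -0.0445 to 0.569 for the ductular list, -4.85 to 11 for the female-biased list, -0.441 to 0.0818 for glycogen metabolism, -0.57 to 0.0593 for the macrophage list and -0.7 to 0.468 for the Y-linked list, and log2 fold changes from -0.314 to 0.354 for G6pc, -0.551 to 0.237 for Fasn and -4.85 to 11.4 for Cyp2b9. Among the values of the other named genes outside these refits, 49 became weaker and 115 stronger, and among those of the lists other than periportal and pericentral 39 became weaker and 7 stronger. Within the refits without a library 196 gene values and 11 list values became weaker, and 30 and 9 became stronger.

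Depth limits the genes at the floor. For Gm32687, Btnl9, Col22a1, Myo7b, Tg and Baiap2l2 the fold changes are lower bounds, and in 2 groups of 3 libraries at this dispersion the simulated test recovered 42.1% of changed genes, so a gene short of the threshold is not shown to be unchanged.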

Other observations

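Apart from the splits of the libraries, the tests here were chosen only after the patterns they address had been seen, and for those on the clock, on cell types, on a general loss of hepatocyte transcripts and on the 4 genes beside Stk11 the tested values had been seen as well. The real division into knockout and WT was compared with other divisions of the 6 libraries into 3 and 3. For the numbers of genes past the threshold, higher, lower and with at least 2-fold change, 1 of the 10 splits gave as many, the real one, and the other 9 splits called 0 genes, with 27 to 1438 genes at an unadjusted p-value under 0.05. The periportal and the pericentral p-value were each as small in 1 of the 10 splits. For the number of lists it was 3 of the 10 splits, because 2 splits that put both libraries with Xist counts on one side, with WT 2 or WT 3, called 20 and 21 lists. In these 2 splits knockout 2 and 3 also stay together. With knockout 2 or knockout 3 in place of WT 2 or WT 3, 10 and 12 lists were called. The number of lists thus does not tell the groups from the 2 splits with WT 2 or WT 3, and is not set by the Xist state alone. Only 4 of the 10 splits separate all 3 same-numbered pairs as the real one does, and the other 6 separate 1 pair. Among those 4 the real split alone reached its numbers of genes and lists. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded in this way.

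Loss of male-biased transcripts in the knockout libraries with Y-linked counts does not follow from a different share of sexes between the groups, since all 12 members of the list fell within those 4 libraries. A shift of these livers toward the WT library with Xist counts was tested as a hypothesis. The difference of WT 1 from one of the other WT libraries was correlated with the difference of knockout 2 and 3 from the remaining one, so that no library was shared. Spearman's rho across genes, which are not independent, was 0.042 and 0.0658, below the 0.2 set for such a shift. Of 11 female-biased genes other than Xist, 4 rose by more than 2-fold in knockout 2 and 3, 0 fell by as much, and 0 reached the level of WT 1. Over the 5 members that could be tested, the female-biased list was higher in the 4 libraries with Y-linked counts (median 3.20, camera adjusted p = 2.04e-05). Members near the floor in WT 2 and 3 could pass the filter only where knockout 2 and 3 expressed them. The filter thus favoured a rise of the list, and this p-value decides nothing. The list's adjusted p-values over all alternatives ran from 5.79e-06 to 0.979. The lowest, without WT 1, says nothing on knockout 2 and 3, since knockout 1 is then the only library with Xist counts. A shift over all genes was thus not seen, whereas some female-biased genes were higher in knockout 2 and 3 than in WT 2 and 3. Several of these genes belong to near-identical families, and the division of reads within them was not tested.

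The opposite medians of the periportal and pericentral lists were tested against 3 other readings. A general loss of hepatocyte transcripts predicts a lower periportal list, whose median was 1.11, but this restates the pattern and decides nothing. Albumin mRNA, chosen after its values were seen, took 5.25%, 1.13% and 1.63% of the counts in knockout 1 to 3 and 5.60% to 9.76% in WT, so a loss that spares the periportal list is not excluded. GC content and transcript length had Spearman correlations of -0.0267 and -0.161 with the log2 fold changes across all genes, and the second lies between the limits of 0.1 and 0.3, so a length bias over all genes cannot be ruled out. The smooth trend fitted on both had a median of 0.03 in the periportal and 0.045 in the pericentral list, and 0.385 separated its 5th and 95th percentiles over genes, against a gap of 2.02 between the list medians. Subtracting it left 100% of the gap (2.03), as a trend of this size hardly moves either list. Loss of the Wnt and R-spondin mRNAs made by cells of the central vein was not found at the threshold. None (0) of Wnt2, Wnt9b and Rspo3, chosen for this test, was lower with an adjusted p-value under 0.05, although 2 of them, Wnt2 (-1.12, adjusted p = 0.0859) and Rspo3 (-0.54, adjusted p = 0.178), had unadjusted p-values of 0.00845 and 0.0441. Wnt2 passed in the 4 libraries with Y-linked counts (-1.48, adjusted p = 0.0102), and its adjusted p-value over all alternatives ran from 0.0079 to 0.274, so a contribution of Wnt2 may remain. Oat, a pericentral gene in WT liver, rose with the periportal list, so the lists do not describe a simple exchange of one zone for the other.

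Some calls may reflect variants carried along with the floxed allele and not a response to the loss of LKB1. Of the 63 genes called with no library of 1 group above 0.2 CPM, 3.17% lie within 20 Mb of Stk11, against 2.29% of tested genes (Fisher's exact test, one-sided p = 0.425), and of all 490 called genes 2.45% do (p = 0.448), so such variants do not account for the bulk of the calls. Within 3 Mb of Stk11, 4 genes were called out of 144 tested (2.78%, against 3.37% of all tested genes). They are Gm3055, Gm32687, Tdg and Nfyb, and were picked out after their values were seen. For all 4 of them knockout 1 lay at 0.958 or more of the way from WT to the other knockout libraries, against a median of 0.75 over all 490 called genes, of which 42.7% lay at 0.8 or more. As the genes were noticed first and that position is common among called genes, this test cannot decide.

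Tdg (chromosome 10, 82629828 to 82650799), which like its pseudogenes was chosen after its values were seen, is a case in which reads may have moved between copies. Tdg fell from 16.01 to 20.7 CPM in WT to 5.54 to 9.27 CPM in knockout, a change of -11.5 CPM between the means (log2 fold change -1.34, edgeR adjusted p = 0.0325). Its processed pseudogenes Tdg-ps on chromosome 15 and Gm9855 on chromosome 10, whose transcripts are 98.7% and 99.2% identical to Tdg over 2968 and 1194 nt, were at most 0.0787 CPM in WT and gained 3.26 and 6.33 CPM. The sum of the 3 changed by -0.154 on the log2 scale. The 3 calls are thus consistent with a reassignment of Tdg reads, and a sequence variant in a Tdg allele linked to the floxed Stk11 is a possible reason that was not tested on reads.

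Transcripts typical of other organs were among the largest rises. Carry-over of kidney tissue, which expresses Ren1 and Myo7b, was tested with 10 kidney markers written down before their counts were read. None (0 of 10) was above the floor in all knockout libraries, and all 10 had at most 3 counts in each of the 6 libraries. For Tg, 0 of 5 thyroid markers met that criterion, and 4 of the 5 had at most 3 counts in every library. These results speak against tissue carry-over. Whether these genes share reads with similar genes was not tested, so an activation of Ren1, Myo7b and Tg in liver is only a hypothesis.

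Clock genes differed in a manner that may come from the time of day or feeding state at collection. Arntl rose in all 3 knockout libraries (log2 fold change 1.13, adjusted p = 0.0334). The median of Arntl, Npas2 and Clock was above WT while that of genes peaking at the opposite phase was below it in 2 of the 3 knockout libraries, and in knockout 3 both were below WT. A difference in collection time can neither be shown nor excluded, and it also bears on the rise of the glucagon and CREB list, since the labels give no feeding state. The endothelial list fell by a similar amount in both subsets (-0.75 and -0.81). A lower share of non-parenchymal cells predicts that the stellate, lymphocyte and macrophage lists fall by as much. The first 2 had medians of -0.64 and -0.80, but the macrophage list was at -0.18. In the libraries with Y-linked counts all 3 fell, at -0.81, -1.04 and -0.53, while in the pair with Xist counts they were at -0.64, -0.41 and 0.27. The ductular list, which was not part of that prediction, did not fall, at 0.0949 over all libraries and 0.235 and 0.0474 in these subsets. An equal fall of all lists of non-parenchymal cells was thus not seen. Without knockout 1 the macrophage list passed (-0.57, camera adjusted p = 0.0479, with a range over all alternatives from 0.0479 to 0.986), so such a change in cell shares cannot be told apart from a change in endothelial expression.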
